# Circadian Rhythms of Fetal Liver Transcription Persist in the Absence of Canonical Circadian Clock Gene Expression Rhythms *In Vivo*

**DOI:** 10.1371/journal.pone.0030781

**Published:** 2012-02-23

**Authors:** Chengwei Li, Shuang Yu, Xiaoling Zhong, Jianguo Wu, Xiaodong Li

## Abstract

The cellular circadian clock and systemic cues drive rhythmicity in the transcriptome of adult peripheral tissues. However, the oscillating status of the circadian clocks in fetal tissues, and their response to maternal cues, are less clear. Most clock genes do not cycle in fetal livers from mice and rats, although tissue level rhythms rapidly emerge when fetal mouse liver explants are cultured *in vitro*. Thus, in the fetal mouse liver, the circadian clock does not oscillate at the cellular level (but is induced to oscillate in culture). To gain a comprehensive overview of the clock status in the fetal liver during late gestation, we performed microarray analyses on fetal liver tissues. In the fetal liver we did not observe circadian rhythms of clock gene expression or many other transcripts known to be rhythmically expressed in the adult liver. Nevertheless, JTK_CYCLE analysis identified some transcripts in the fetal liver that were rhythmically expressed, albeit at low amplitudes. Upon data filtering by coefficient of variation, the expression levels for transcripts related to pancreatic exocrine enzymes and zymogen secretion were found to undergo synchronized daily fluctuations at high amplitudes. These results suggest that maternal cues influence the fetal liver, despite the fact that we did not detect circadian rhythms of canonical clock gene expression in the fetal liver. These results raise important questions on the role of the circadian clock, or lack thereof, during ontogeny.

## Introduction

Endogenous circadian clocks are of adaptive value for organisms to cope with daily environmental change [1]. Circadian rhythms exist at the cellular level [2], [3], whereby expression of clock genes form transcriptional feedback loops that are at the core of cellular oscillations [4], [5]. In mammals, the central clock in the suprachiasmatic nucleus (SCN) of the hypothalamus can respond to light-based information from the environment and adjust its phase accordingly [6]. In peripheral tissues, the circadian clocks orchestrate a variety of cellular functions [7], [8]. Rhythmic transcripts, on the other hand, may have distinctive expression profiles between different tissues that reflect specialized functions [7], [8]. In the liver, only a small subset of genes are directly under clock control, while feeding and systemic cues have significant influence on rhythmicities within the liver transcriptome [9], [10]. Peripheral clocks in different tissues have distinct phase relationships with the central clock, forming a hierarchical organization of the circadian timing system [11], [12]. Disruption of this internal harmony is detrimental to health [5], [13].

Compared to the extensive research that has assessed the roles of the circadian clock in adult physiological processes, the functions of circadian oscillations during embryonic and fetal development have not been as well studied and remain to be fully elucidated. Early studies on the ontogeny of clock functions indicated that the SCN clock in rodents began oscillating before birth [14] and could be entrained by exogenous agents and/or maternal rhythms [15], [16]. However, recent studies on developmental expression of clock genes indicate that the prenatal molecular oscillations are typically weak [17], [18]. The more robust oscillations of the SCN manifested rather quickly during postnatal development [17], [18]. In peripheral tissues, analyses of clock genes' developmental expression profiles indicate that adult-like patterns were not established in the rat liver until the weaning period [19], and postnatal appearance of circadian oscillation varies among different tissues [20]. Studies on fetal tissues during late gestation in mice and rats failed to detect any rhythmic expression at the tissue level for clock genes [19], [21]. Intriguingly, robust circadian oscillations could be detected at the tissue level in mouse fetal liver explants after about one day in culture [21]. This raised the possibility that fetal liver cells possessed oscillating clocks but were not synchronized *in utero* by maternal rhythms. However, mouse embryonic fibroblasts (MEFs), upon transplantation into adult mice, could be readily entrained by the host [22]. It is uncertain why maternal cues did not appear to do so to the fetal tissues. One possibility is that fetal tissues are in a constant *in utero* milieu that is shielded from daily variations of systemic cues from the dam. A more likely possibility is that maternal cues did in fact influence the fetal cells, but clock genes in the fetal cells fail to respond. Such abnormalities in clock gene expression could also account for lack of circadian oscillations at the cellular and tissue levels.

To gain insights into the clock's oscillation status and the potential influence of maternal cues on the fetal liver transcriptome, we performed microarray analysis on fetal liver tissues during late gestation. We did not detect circadian rhythms in transcript abundance for nearly all of the clock genes and many of the established clock-controlled genes. However, some transcripts were found to be rhythmically expressed or exhibit daily fluctuations in the fetal liver, possibly in response to maternal cues. The results suggested that expressions of clock genes were regulated by distinct molecular mechanisms during late gestation in the fetal mouse liver.

## Materials and Methods

### Liver tissue collection

This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals from the National Institutes of Health. The study protocol was approved by the Committee on Experimental Animals of the Science and Technology Department of Hubei Province, China (Permit Number: SYXK 2006-0037). Adult C57BL/6 mice were obtained from the Experimental Animal Center of Wuhan University and housed under LD cycle (12 hrs light/12 hrs dark) conditions with unrestricted access to food and water. Female and male mice were paired together during the light period and left overnight. The male mouse was then removed from the cage after lights-on in the next day. After mating, the female mice were housed under the same LD cycle. Before fetal (E18 and E19) tissue collection, the pregnant mice were placed under DD conditions (see Figure S7 for tissue collection schedule). For each time point, two or three pregnant mice were sacrificed and the fetal livers (10–15 in total) were minced and pooled together as one sample for analysis. Livers were also collected from adult male mice (about 3 months old) at every four hours over a single day (3 mice per time point), using the same schedule as for fetal tissue collection.

Two batches of female mice were mated. In the first batch (series 1), male mice were introduced during the beginning of the light cycle and subsequently left with the female for approximately 24 hrs. Some successful mating occurred during the light phase, immediately after pairing, while others occurred later. It was expected that there should be more variations in actual developmental timings of the fetuses. We used fetal tissues from this batch of mating as a control and replicate. In the second batch (series 2), male mice were introduced just before the end of the light cycle, during the light period, and were left overnight before separation in the next morning (∼13 hours). All dissected tissues were immediately stored in liquid nitrogen until required for processing to extract RNA.

### RNA analysis

Frozen tissues were ground in liquid nitrogen with Trizol and left in Trizol. Aliquots of each of the Trizol/tissue suspensions were sent out for commercial microarray hybridizations at CapitalBio (http://www.capitalbio.com/). The remaining suspension was stored at −80°C for subsequent on-site RNA isolation. Integrity of the isolated RNA was checked by agarose gel electrophoresis and RNA concentrations were measured with RNA standards using the Qubit fluorometer (Invitrogen, USA). A total of 1 ug of RNA isolated from each embryonic or adult time point was reverse transcribed. For semi-quantitative RT-PCR, equal efficiencies of different reverse transcriptions were validated by PCR amplification of *Actb* for 20 or 23 cycles. Semi-quantitative RT-PCRs on other transcripts were performed for 23, 25, 27 or 30 cycles according to transcript abundance and to allow clear contrast. Results presented are representative of duplicate or triplicate repeats. Controls were run using RNA templates but with no reverse transcription enzymes. Semi-quantitative RT-PCR products were visualized by agarose gel electrophoreses. The GenBank accession numbers for the genes and the PCR primers used in this study are listed in Table S6.

### Microarray hybridizations and data analyses

The GEO repository accession number for the fetal mouse liver microarray data presented in this study is GSE28622, which contained 24 sample files. We refer to GSM709400-GSM709411 as our series 1, and GSM709521-709532 as our series 2 throughout the text. RNA isolation, integrity validation, *in vitro* transcription (IVT) labeling and array hybridization and scanning were performed at CapitalBio (http://www.capitalbio.com/) using standard procedures. For each series, 12 Affymetrix mouse genome 430A 2.0 chips were processed in parallel. In total, 24 chips were used to assess the two separate series. Hybridized chips were scanned and the acquired raw data files (.CEL) were returned to the authors for further data analysis. All data are MIAME compliant. The robust multi-array average with GC-content background correction (GC-RMA) probe summarization algorithm was used for data normalization (natural or log2 scale). The two microarray data series were processed separately. JTK_CYCLE analyses were performed on normalized expression values (excluding probe sets for Affymetrix control genes. Complete data series of 48 h were used) to detect rhythmic gene expressions. Coefficients of variations and maximum/minimum values across time points within each time series were calculated for all probe sets to facilitate data analysis. Raw data files for GSE11923, GSE13093 and E-MEXP-842 were downloaded from the GEO and ArrayExpress and similarly analyzed. Expression values obtained by our calculations differed slightly from those posted on the websites, possibly due to differences in software versions used and/or differences in samples' groupings for parallel GC-RMA processing. This did not affect our conclusions. For consistency, circadian period ranges were specified as between 20 to 28 hours for JTK_CYCLE analyses of all data series. GC-RMA and JTK_CYCLE analyses were performed using the R statistical software package (version 1.12.1). The Heatmap Builder program was used to generate heatmaps corresponding to gene expression values detected.

## Results

### Fetal liver lacks detectable circadian rhythms of clock gene expression

A previous quantitative RT-PCR study of fetal mouse liver had failed to detect circadian rhythms of clock gene expression [21]. 

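RNA from pools of fetal mouse livers was hybridized to Affymetrix mouse genome 430A 2.0 chips, with 1 chip per pool. Each of the 2 data series held 12 pools, collected every 4 h at CT2, CT6, CT10, CT14, CT18 and CT22 on E18 and E19. The authors summarized the probes of each series alone with GC-RMA, and the deposited values are natural scale expression values. The series therefore differed in their dams, their hybridization and their normalization at once, and levels of series 1 and series 2 are not on a shared scale. Each time point is 1 pool, so no time point has replicates within a series, and an SD over the 12 arrays of a series holds the variation over time as well as the error. The number of arrays limits the precision of each profile. Median expression values of single arrays lay between 96.4 and 102.85 in series 1 and between 97.5 and 100.5 in series 2. The lowest values of an array lay between 6.6 and 6.8 in series 1 and between 12.8 and 13.2 in series 2. Between 49.7% and 50.2% of the probe sets of an array reached a value of 100. After 64 control probe sets were removed, 22626 probe sets were tested. JTK_CYCLE, a rank test against cosine curves, compared the 12 values of a series with 18 template curves of 20, 24 and 28 h. Its p, corrected for the number of templates (ADJ.P, two-sided), was called at 0.1 as in the paper, and BH.Q was computed over all 22626 probe sets. limma was fitted to the log2 values of all 24 arrays with a term for series, and its moderated tests were called at an adjusted p of 0.05. The array annotation gave 1 gene name to 20380 probe sets, and where a gene has several, values are of the probe set with the highest mean unless another is named. Gene lists, and the rule for which genes are named, were fixed before the data were examined but after the paper's tables had been seen, except that genes named from series 2 alone between the days, and genes of neighbouring organs in single pools, were chosen after their values were seen.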

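Arntl, the gene of BMAL1, was expressed at a mean of 463 ± 49.6 (SD, n = 12 arrays) in series 1 and 481 ± 50.8 in series 2, and its highest value was 1.52 and 1.51 times its lowest. Clock, whose product pairs with BMAL1, had a mean of 241 ± 69.9 in series 1 and 209 ± 34.3 in series 2. Of their repressors, Per1 had a mean of 249 ± 43.2 and 162 ± 5.73, Per2 108 ± 17.8 and 119 ± 25.9, and Cry2 390.0 ± 68.3 and 239 ± 39.7. None of these genes was rhythmic in JTK_CYCLE, with ADJ.P values in series 1 and series 2 of 0.127 and 1 for Arntl, 0.248 and 1 for Clock, 1 and 0.248 for Per1, and 0.158 and 1 for Per2. Cry2 had an ADJ.P of 1 in both series. Nr1d2, the gene of REV-ERBβ, varied more, with a peak to trough ratio of 2.95 in series 1 and 3.57 in series 2, at an ADJ.P of 1 and 0.559. Cry1 was rhythmic in series 1 (exact ADJ.P = 0.0325), running from 232 at CT2 to 614 at CT18 on E18, but not in series 2 (exact ADJ.P = 0.559). Of 5 probe sets of Csnk1d, for a kinase that phosphorylates PER proteins, 1 had an ADJ.P of 0.00898 in series 1 and 1 in series 2. Npas2, a paralog of Clock, had an ADJ.P of 0.0449 in series 1 for the stronger of its 2 probe sets, at a mean of 41.4. The values of Nr1d1 (means 12.0 and 22.7), Arntl2 (13.3 and 34.2), Per3 and Rorb stayed under 100 in each array. For these genes and all others, a difference between the series in a 24 h curve was tested with limma, which called 0 of 22626 probe sets (1305 at an unadjusted p under 0.05).

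**Figure D1:**
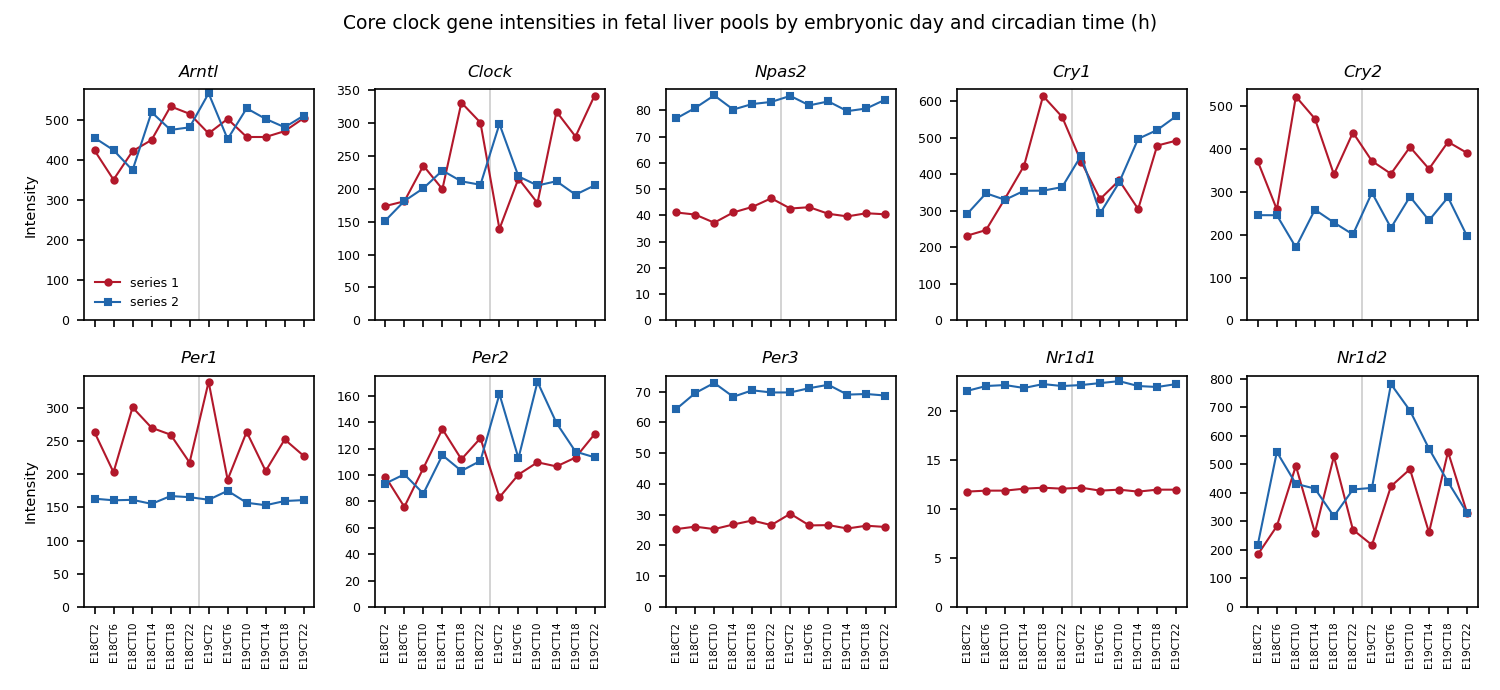
Expression values (y axis, natural scale) of core clock genes at the 12 time points (x axis, circadian time on E18 and E19) in series 1 and series 2. Each point is 1 pool. Arntl stays near its means of 463 and 481 in the 2 series, and Cry1 in series 1 runs from 232 to 614 on E18.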

Consistent with this, our JTK_CYCLE [23] analyses of GC-RMA [24] normalized fetal liver expression values on embryonic day (E)18 and E19 indicated that nearly all the known clock genes did not show circadian rhythms of expression in the fetal liver, including *BMAL1/Arntl*, *BMAL2/Arntl2*, *CLOCK*, *Cry1*, *Cry2*, *Csnk1d*, *Csnk1e*, *Fbxl3*, *Npas2*, *Per1*, *Per2*, *Per3*, *Rora*, *Rorb*, *Rorc*, *Rev-erb α*/*NR1D1*, *and Rev-erb β*/*NR1D2* (Table S1). 

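Among genes with strong rhythms in the adult liver, Pck1, the key enzyme of gluconeogenesis, varied most, from 25.9 to 1275 in series 1 and from 71.4 to 3404 in series 2, with its highest value at CT18 on E19 in both series. It had an ADJ.P of 0.378 in series 1 and 0.559 in series 2. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had a mean of 1685 ± 937 (SD, n = 12 arrays) in series 1 and 1342 ± 811 in series 2, with ADJ.P values of 0.805 and 1. The 2 probe sets of Lpin1, a phosphatidate phosphatase, had peak to trough ratios of 5.38 and 4.37 in series 1 and 3.65 and 3.68 in series 2, and an ADJ.P of 1 throughout. Ces1d, the current name of the probe sets given as Ces3 in the paper, was rhythmic by 1 probe set of 3 in series 1 (exact ADJ.P = 0.0325, mean 7462 ± 3085), and each of the 3 had an ADJ.P of 1 in series 2. Alas1, Gys2, Hlf, Nampt, Slc2a2, Tef and Wee1 had no probe set with an ADJ.P under 0.158 in either series. The glucose transporter gene Slc2a2, for example, had a mean of 7980 ± 1217 in series 1 and 5475 ± 1142 in series 2, and the glycogen synthase gene Gys2 2482 ± 307 and 1908 ± 288. Dbp, a direct output gene of the clock, had a mean of 32.3 in series 1 and 46.8 in series 2 and never reached 100.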

Many genes known to be rhythmically expressed in the adult mouse liver also did not show circadian rhythms of expression, such as *Alas1* (Delta-aminolevulinate synthase 1), *Ces3* (carboxylesterase 3), *Cyp7a1* (cytochrome P450 7a-hydroxylase), *Cyp2b10*, *Dbp*, *Gck* (glucose kinase), *Slc2a2/GluT2*, *Gys2* (glycogen synthase 2), *Hlf* (hepatic leukemia factor), *Lpin1* (lipin-1), *Nampt* (nicotinamide phosphoribosyltransferase), *Pck1* (phosphoenolpyruvate carboxykinase 1), *Por* (cytochrome P450 oxidoreducatase), *Tef* (thyrotroph embryonic factor) and *Wee1* [7], [25], [26], [27], [28]. Overall, we evaluated 66 probe sets representing clock genes and known rhythmic transcripts in the adult liver (Figures 1 and S1; Table S1). 

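Of the 66 probe sets, 5 were rhythmic in series 1, among them 1 each of Csnk1d, Cry1, Npas2 and Ces1d. In series 2, 1 probe set was rhythmic, and 0 of the 66 were rhythmic in both series. At the rate of all probe sets on the chip, 6.50 of the 66 would be rhythmic in series 1 and 3.22 in series 2. No probe set of the 66 passed a correction for multiple measurements, with a lowest BH.Q over the 66 alone of 0.593 in series 1 and 1 in series 2. In a limma fit of both series with a 24 h curve, 0 of the 66 passed over all probe sets (13 at an unadjusted p under 0.05). Adjusted over the list alone, 4 passed, among them Cry1 with an amplitude of 0.34 on the log2 scale and a peak at CT18.8, Csnk1d with 0.28 and CT6.26, and Pck1 with 1.63 and CT19.4. The rhythmic count of series 2 was 2 with templates of 24 h only and 0 among probe sets that reached a value of 100, and that of series 1 was 3 after a straight line over time was removed.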

Few rhythmic transcripts were identified in either of our two data series by JTK_CYCLE analysis, and none were common to both data series. Furthermore, most transcripts showed peak to trough variations of less than 2.5 fold over the two days of late gestation. 

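Peak to trough ratios under 2.5 were found for 49 of the 66 probe sets in series 1 (74.2%) and for 54 in series 2 (81.8%). Rora, the gene of a nuclear receptor that activates Arntl, exceeded this ratio in both series, with 4.44 and 2.74, and so did Cdo1, the cysteine dioxygenase gene, with 3.39 and 3.00. The median ratio of the 66 was 1.76 in series 1 and 1.46 in series 2. Among clock-related probe sets that reached a value of 100 in the series, 24 of 40 lay under 2.5 in series 1 and 27 of 39 in series 2. Ratios of probe sets near the array floor are held down by that floor.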

Taken together, our results strengthened the view that circadian regulatory cycles are not present in the fetal mouse liver at the tissue level.

**Figure 1:**
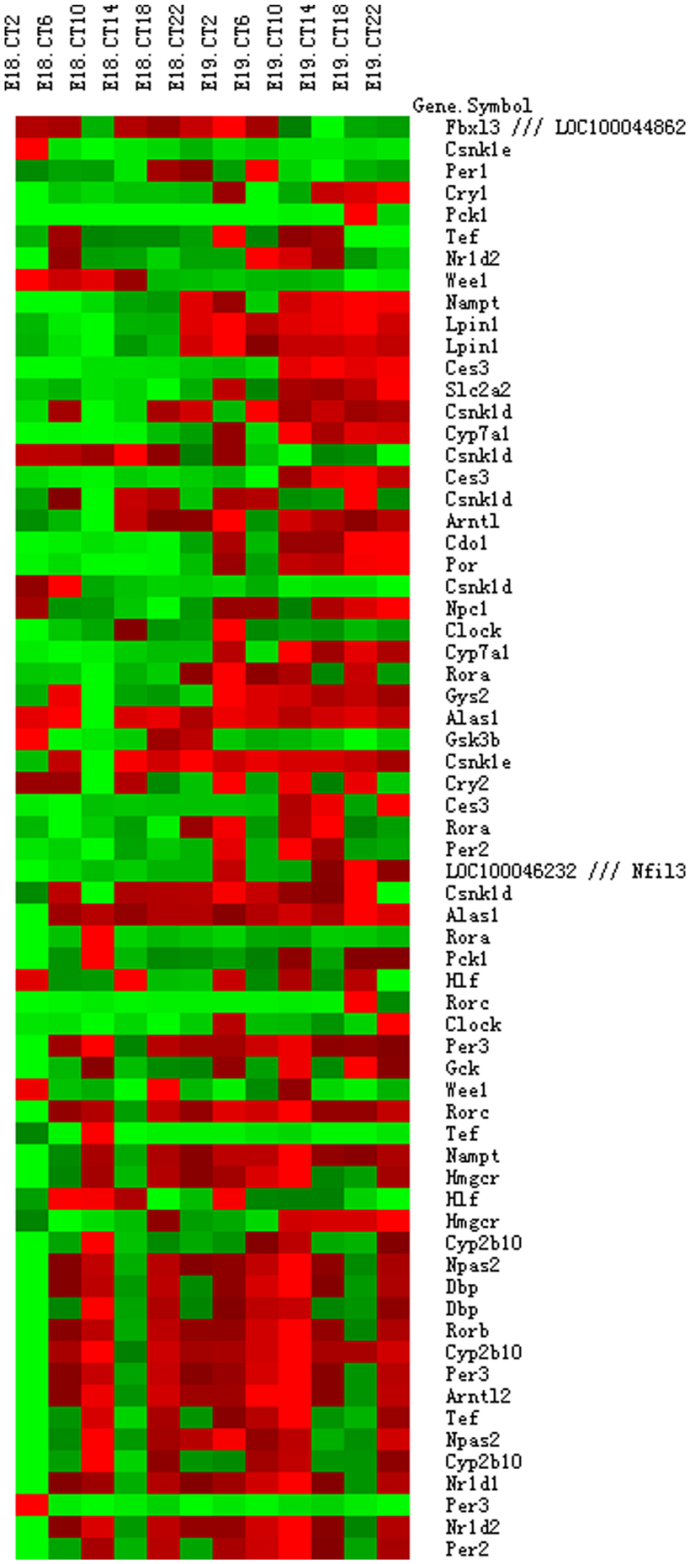
Heatmap of 66 probe sets representing clock and known rhythmic genes. Natural scale expression values from series 2 data for core clock genes and genes known to be rhythmically expressed in the adult liver were plotted with Heatmap builder. Some genes were represented by multiple probe sets. Phases were sorted by the “lag” values given by JTK_CYCLE.

### Detection of rhythmic transcripts at low amplitudes by JTK_CYCLE

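In series 1, 2230 probe sets (1817 genes) were rhythmic at an ADJ.P under 0.1, and in series 2, 1104 probe sets (925 genes). In simulated profiles without a signal, JTK_CYCLE called 5.85% at this threshold. In 100 random orders of the time points, the median counts were 965 and 864 of the 22626 probe sets. As many or more were called in 14 and 36 of the 100 orders. The genes named next are among the best fits of 1 daily curve to both series together, a choice that by itself favors similar peak times in the 2 series. Cyb5b, a cytochrome b5 of the outer mitochondrial membrane, peaked at CT17.5 in series 1 and CT17.9 in series 2, with an amplitude over both of 0.51 on the log2 scale. Ap1s2, a subunit of a clathrin adaptor, peaked at CT18.0 and CT17.4 with an amplitude of 0.35, and Dnaja1, a co-chaperone of HSP70, at CT15.7 over both with 0.26. Peaks in the morning were found for Pld3 (CT5.72 and CT4.18, amplitude 0.40), for Cox6b2, a subunit of cytochrome c oxidase (CT5.75 and CT4.65, 0.30), and for Gnat2 (CT6.15 over both, 0.70). limma called 0 of 22626 probe sets for this curve (lowest adjusted p = 0.0630, for Pbx2; 2529 at an unadjusted p under 0.05). Among the 11484 probe sets that reached a value of 100 in both series it called 11, of which 8 peaked before CT12 and 3 after. These held Cyb5b, Ap1s2 and Pld3 (adjusted p = 0.0350 each), Cox6b2 (0.0377), Gnat2 (0.0416) and Dnaja1 (0.0463). The JTK_CYCLE count of a series depended on single pools. In series 1 it was 1258 without CT2, 1374 without CT6, 951 without CT18 and 1224 without CT22 of E18, and 977 without CT18 and 994 without CT22 of E19. In series 2 it was 725 without CT6 and 6120 without CT14 of E18, and 707, 645, 690, 683 and 630 without CT2, CT6, CT10, CT14 and CT18 of E19. It also moved to 1390 in series 1 after a straight line over time was removed and to 721 in series 2 among probe sets that reached a value of 100, and at an ADJ.P under 0.05 it was 1050 and 545.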

Despite the failure to detect circadian rhythms in fetal liver for the set of transcripts known to have robust expression rhythms in the adult liver, JTK_CYCLE analysis revealed many rhythmic transcripts (criteria: *p*<0.1) in each of our data series. However, the *p*-values after corrections for multiple measurements were rather high (*BH*.*Q* values>0.4), suggesting that these genes were less likely to be truly rhythmic. Furthermore, the amplitudes of the expression rhythms were generally low for those rhythmic transcripts, with most probe sets showing less than 2.5-fold changes between expression peaks and troughs for the 12 time points examined. Nonetheless, a common set of 145 probe sets was found to be rhythmic in both series of data (Figures 2 and S2; Table S2). 

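The lowest BH.Q of any probe set was 0.444 in series 1 and 0.597 in series 2, so that at a BH.Q under 0.4 none was rhythmic in either. Pgam1, a glycolytic enzyme and the common rhythmic transcript with the smallest ADJ.P in the weaker of its 2 series, had a BH.Q of 0.552 in series 1. In series 2, Abcc3, an export pump of bile salts and conjugates, had an ADJ.P of 0.00193. The smallest ADJ.P was 2.64e-05 in each series.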

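Transcripts rhythmic in both series had shallow curves. The ratio of highest to lowest value was 1.28 in both series for Dvl1, a component of Wnt signaling, 1.55 and 1.33 for the kinase gene Stk25, and 1.77 and 1.43 for Ddah2. The highest ratios among the 15 named were 2.58 in series 1 for Miip and 1.97 in series 2 for Abcc3. Of all rhythmic probe sets, 1780 of 2230 in series 1 (79.8%) and 1023 of 1104 in series 2 (92.7%) had ratios under 2.5, with medians of 1.87 and 1.39. Among all 22626 probe sets, rhythmic or not, ratios under 2.5 were found for 88.9% in series 1 and 95.4% in series 2.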

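The 145 probe sets rhythmic in both series matched 136 genes and were the same 145 that Table S2 lists. Among them, glycolytic Pgam1 had an ADJ.P of 0.00193 in series 1 and 0.00432 in series 2 and best fitted a 28 h curve in both, with lags of 2 and 26 h. Differences between lags are taken round a 24 h day, whatever the fitted period. On this measure, lags within 2 h of each other were found for Pgam1, for Ddah2, an enzyme that degrades methylated arginines (ADJ.P 0.00432 and 0.0175), for Stk25 (0.00898 and 0.0175), Thap12 (0.0175 and 0.00898), Miip (0.0175 in both), Ddx49, a putative RNA helicase (0.00432 and 0.0250), and Fam107b (0.0325 and 0.0175). Abcc3 and the ubiquitin ligase gene Wwp2 had lags 4 h apart, and Dvl1 and Lasp1, an actin-binding protein, 6 h apart. Ppfibp2 had lags 10 h apart, and Helz and Nav2 had lags 12 h apart, the largest difference this measure can give. A count of 108.8 would follow if rhythmic probe sets of the 2 series were unrelated. This excess depended on the setting. Among probe sets that reached a value of 100, 126 were common against 121.4, and after quantile normalization 168 against 151.8. With 24 h templates only it was 114 against 63.0, and with a straight line over time removed 165 against 96.9. Meanwhile, 100 random orders of the time points gave a median of 42, with as many or more than 145 in 7 of 100. These orders also mostly called fewer probe sets in each series. Relative to the count expected from unrelated series, the real order gave 1.33 times as many. A ratio at least as large was found in 36 of the 100 orders, with a median of 1.10. Of the 145 probe sets, 131 (90.3%) in series 1 and 140 (96.6%) in series 2 had peak to trough ratios under 2.5. At an ADJ.P under 0.05 in both series the common set held 32 probe sets. Without single pools of series 1 it held 77 (E18, CT2), 73 (E18, CT18), 81 (E18, CT22), 86 (E19, CT6), 76 (E19, CT18) or 72 (E19, CT22), and without single pools of series 2, 92 (E18, CT6), 95 (E18, CT22), 87 (E19, CT6), 90 (E19, CT10), 79 (E19, CT14) or 80 (E19, CT18). From transcripts that were rhythmic in both series, beside clock genes that were not, the paper concludes that rhythmic transcription could be detected in fetal liver without rhythms of clock gene expression.

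**Figure D2:**
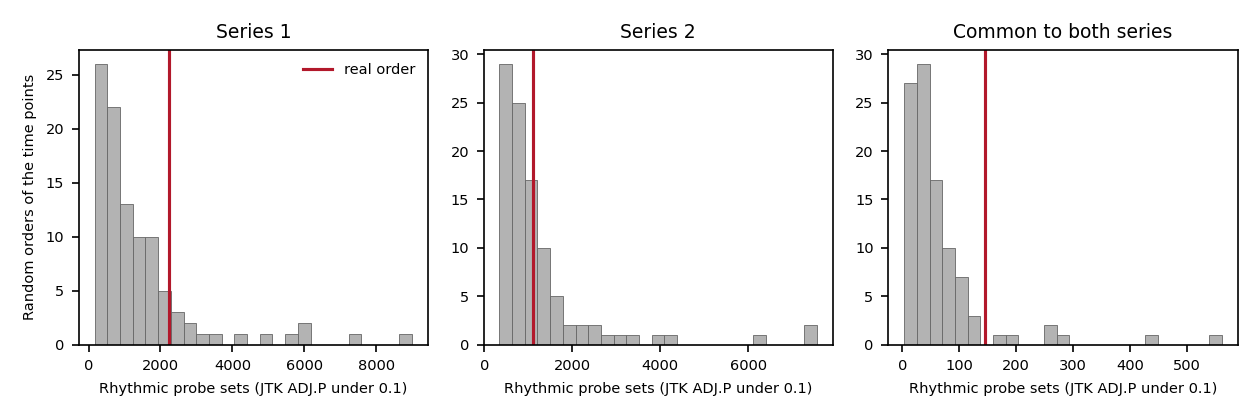
Numbers of rhythmic probe sets (x axis) in 100 random orders of the time points (y axis, number of orders), for series 1, series 2 and both series. The red line marks the real order, at 2230, 1104 and 145 probe sets. For both series together, 7 of the 100 random orders gave as many or more.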

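Of 40 gene lists, 4 were over-represented among the 136 genes rhythmic in both series, against 12393 measured genes (Fisher's exact test, one-sided, adjusted over the 40 lists). Of 20 genes of the TCA cycle and pyruvate dehydrogenase, 3 were rhythmic in both series: Cs, Dlat and Dlst, a subunit of 2-oxoglutarate dehydrogenase (adjusted p = 0.0129). Glycolysis was represented by 3 of 14 genes (adjusted p = 0.0125). Of 18 genes of cholesterol synthesis, Cyp51, Hmgcs1 and Lss were rhythmic, and of 18 chaperones of the endoplasmic reticulum, Canx, Sdf2l1 and Sel1l (adjusted p = 0.0125 each). Of 65 genes of oxidative phosphorylation, 3 were rhythmic, Atp5a1, Cox18 and Cox6b2, and the list did not pass (exact p = 0.0345, adjusted p = 0.276). None of 15 core clock genes and none of 17 clock output genes was rhythmic in both series. The paper names genes of glycolysis, the TCA cycle and oxidative phosphorylation from these same samples, so their counts are not independent evidence. With a straight line over time removed, 0 lists passed. Glycolysis alone passed at an ADJ.P under 0.05 (adjusted p = 0.0231) and among genes that reached a value of 100 (0.0463), and 2 lists passed with 24 h templates only or with the arrays quantile normalized again.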

DAVID analyses [29] on those common rhythmic transcripts revealed significant enrichments for genes involved in mitochondrial function (Table S3). Those transcripts included: *Dlat* (dihydrolipoamide S-acetyltransferase, the E2 compoment of the pyruvate dehydrogenase complex linking glycolysis to TCA cycle), *Cs* (citrate synthase in TCA cycle), and *Cox18* (cytochrome c oxidase assembly protein 18). 

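Dlat was rhythmic by 1 of its 3 probe sets, with an ADJ.P of 0.0250 in series 1 and 0.0573 in series 2 and peak to trough ratios of 1.42 and 1.35. Its lag was 6 h in series 1 and 4 h in series 2. Cs, the enzyme that opens the TCA cycle, was likewise rhythmic by 1 probe set of 3, with an ADJ.P of 0.0325 and 0.0573, ratios of 1.66 and 1.48, and lags of 2 and 4 h. The other probe sets of Dlat and Cs had ADJ.P values of 0.468 or above in each series. Cox18, a membrane insertase for a cytochrome c oxidase subunit, had an ADJ.P of 0.0325 in series 1 and 0.00432 in series 2, at means of 357 and 235. Its ratios were 1.36 and 1.67, and its lags of 12 and 18 h lay 6 h apart. None of these 3 genes was rhythmic in both series once a straight line over time was removed.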

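The glycolytic gene Pgk1 had a mean of 25742 in series 1 and 24230 in series 2, with peak to trough ratios of 1.63 and 1.34 and an ADJ.P of 0.0325 in both series. The lags of Pgk1 were 2 and 6 h, and its other 2 probe sets were not rhythmic in both series. Pgam1 had a mean of 27124 in series 1 and 17476 in series 2 and ratios of 1.74 and 1.58. Tpi1, by 1 probe set of 3, had an ADJ.P of 0.0573 in both series, ratios of 1.75 and 1.46, and lags of 4 and 3 h. Of these genes, Tpi1 was no longer rhythmic in both series after a straight line over time was removed.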

Three genes in the glycolysis/gluconeogenesis pathway (*Pgk1* (phosphoglycerate kinase 1), *Pgam1* (phosphoglycerate mutase 1) and *Tpi1* (triosephosphate isomerase 1) were also enriched (with uncorrected *p*-value at 0.0036 and Benjamini corrected *p*-value at 0.085, approaching significance). Of those 145 probe sets, 58 (including *Pgk1*, *Pgam1*, *Tpi1*, *Dlat*, *Cs* and *Cox18*) were also rhythmic in adult mouse liver (*BH.Q*<0.1 in GSE11923 [30]; Table S2). In addition, *IRS2* (insulin receptor substrate 2) was also found to be rhythmically expressed in both fetal and adult livers (Table S2).

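Irs2, an adaptor of insulin signaling, had an ADJ.P of 0.0325 in series 1 and 0.00432 in series 2. In series 1 it ran from 610.1 at CT22 of E18 to 259.1 at CT14 of E19, a ratio of 2.35. In series 2 its lowest value, 133.3, was also at CT14 of E19, and its highest, 227, was at CT22 of E19, a ratio of 1.70. The lags were 22 h in series 1 and 2 h in series 2, which are 4 h apart round a 24 h day. Mean expression of Irs2 was 455 in series 1 and 181 in series 2.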

**Figure 2:**
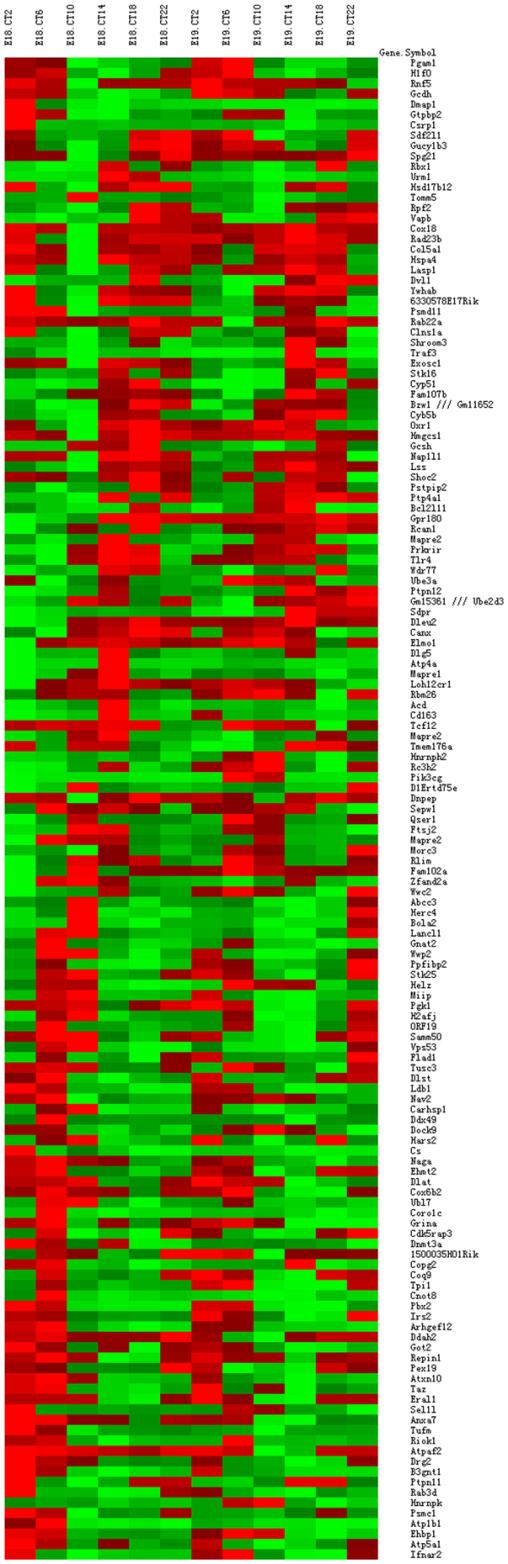
Heatmap of the 145 rhythmic probe sets in series 2 microarray data. Series 2 natural scale expression values for the 145 probe sets that were rhythmic in both series of data (*p*<0.1 by JTK_CYCLE) were plotted. Phases were sorted by the “lag” values given by JTK_CYCLE.

### Detection of highly fluctuated transcripts by coefficient of variation filtering of fetal liver microarray data

We also observed that the expression values for some transcripts dramatically fluctuated in fetal liver and had high peak to trough ratios (sometimes with fold differences in the hundreds). 

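The ratio of highest to lowest value reached 1573 in series 1 and 1120 in series 2, and among the 166 probe sets that varied strongly in both series it was at least 100 for 39 and 24. Strong variation outside the digestive enzymes of the pancreas was found in genes of the intestinal epithelium and in secreted proteins. Fabp2, the intestinal fatty acid binding protein, had a median of 1315 in series 1 but 37959 at CT22 on E19, and a median of 583 in series 2 but 15001 at CT14 on E19. Lypd8, another gene of the intestinal epithelium, had 4125 against a median of 16.4 in series 1 and 749.3 against 31.6 in series 2. Serpina6, the corticosteroid-binding globulin made by the liver, ranged 358-fold in series 1 and 175-fold in series 2, with its highest values, 35289 and 24111, at CT14 on E19 and at CT2 on E18.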

We performed data filtering (criteria: coefficient of variation ≥0.5) on the expression values from the 12 time points examined on E18 and E19 for all probe sets in our two data series. 

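A coefficient of variation of at least 0.5 over the 12 time points was found for 417 probe sets in series 1, 269 in series 2 and 166 in both, the same 166 as in Table S4. They matched 117 genes by the annotation used here. By gene list, they held 14 of 16 pancreatic exocrine genes, 9 of 19 interferon-response genes, 7 of 22 hepatic cytochromes P450, 7 of 24 hepatocyte plasma proteins and 6 of 19 genes of the small intestine. Genes of other pancreatic products were among the most variable. They were Klk1, Rnase1, Tmed6, Serpini2 and Reg1 of acinar cells (5 of 15 genes), and Ins2 and Iapp of islets (2 of 18). No ribosomal protein gene, cell cycle gene or core clock gene was among the 166, and Cyp7a1, Pck1 and Rgs16 were the clock output genes there. None of the 166 was among the probe sets rhythmic in both series, while 25 were rhythmic in series 1 and 40 in series 2. In 44 of the 166, the variation fell under 0.5 in a series when the highest array of that series was left out, which kept 122. At a coefficient of 0.4 the count was 289 and at 0.6 it was 92.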

One-hundred-sixty-six common probe sets (representing 132 unique DAVID IDs) were found between our two series of data (Table S4). Within those highly variable transcripts, 26 showed regular daily expression peaks that aligned together (Figures 3 and S3) on heatmaps, suggesting coordinated transcription. 

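The 26 transcripts varied together over the pools of a series, with a median correlation between pairs of 0.911 in series 1 and 0.955 in series 2. In series 1, 24 of the 26 had their highest value at CT14 on E19, and in series 2 all 26 at CT6 on E19. Ctrb1, the chymotrypsinogen gene, ran from 18.0 to 17524 in series 1 and from 27.5 to 30803 in series 2. Other pancreatic transcripts moved with them. Acinar genes outside the 26 probe sets had a mean log2 value that followed the mean of the 26 over the 12 pools. Their r was 0.88 in series 1 (permutation p = 1e-05, adjusted p = 0.00026, rho = 0.94 with permutation p = 4e-05). In series 2 it was 0.91 (permutation p = 3e-05, adjusted p = 0.000585, rho = 0.85 with permutation p = 0.00068). Islet genes followed the 26 with r = 0.87 in series 1 (permutation p = 0.00018, adjusted p = 0.00281, rho = 0.80 with permutation p = 0.0028). In series 2 they had r = 0.84 (permutation p = 0.00068, adjusted p = 0.00884, rho = 0.80 with permutation p = 0.0025). Adjusted values are over 78 relations of lists and series, and 1e-05 is the smallest p that the permutations can give. Without the 2 pools farthest from the median, r was 0.82 and 0.80 for acinar genes and 0.86 and 0.66 for islet genes. Ins2, the insulin gene, had 100.8 at CT14 on E19 in series 1 against a median of 16.3, and 766.6 at CT6 on E19 in series 2 against 37.7, the pools where the 26 were highest. Iapp, the amylin gene, had 467.6 and 1609 in these pools, against medians of 77.4 and 114.5. Ribosomal protein genes varied little (range 0.17 and 0.16 on the log2 scale) and did not follow the 26 (r = -0.44 with permutation p = 0.15 and rho = -0.44 with permutation p = 0.15 in series 1, r = -0.32 with permutation p = 0.31 and rho = -0.40 with permutation p = 0.20 in series 2). List means held only genes that reached a value of 100 in that series, so the highest pools helped choose them. Of 18 islet genes on the chip, 4 did so in series 1 and 3 in series 2. Ins2 did so in series 1 with a highest value of 100.8. Of these islet genes 1, Ttr, is also a liver gene. Among acinar genes, r with the mean of the 26 was 0.97 and 0.98 for Rnase1, a ribonuclease gene. It was 0.61 and 0.87 for Tmed6, and 0.40 and 0.37 for Gatm.

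**Figure D3:**
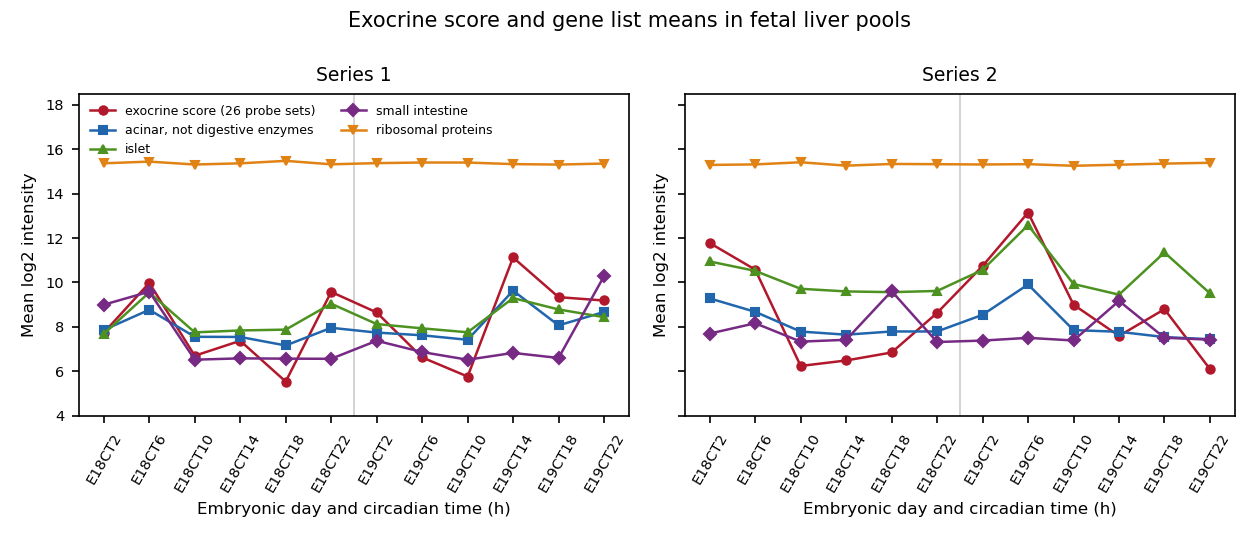
Mean log2 expression value (y axis) at the 12 time points (x axis) of each series. Lines show the 26 exocrine probe sets, acinar genes outside these 26, islet genes, small intestine genes and ribosomal protein genes. Each point is 1 pool. Acinar and islet genes follow the 26 probe sets in both series, and ribosomal protein genes range over 0.17 and 0.16.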

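Digestive enzyme transcripts ranged widely over the pools of a series. Cela2a, an elastase, ran from 44.6 to 9732 in series 1 and from 68.5 to 36942 in series 2, and Clps, the cofactor of pancreatic lipase, from 109.3 to 17073 and from 74.8 to 48334. Cpa1 reached 4101 and 11549, Cpb1 3562 and 9634, and Cel 2770 and 10416. Pnliprp1, a lipase-related protein, ran from 374.5 to 14300.1 in series 1 and from 244.9 to 46179.9 in series 2, while Pnliprp2 peaked at 408.1 and 1326. Prss2, a trypsinogen, ran from 32.8 to 1376 and from 63.1 to 6862 by the strongest of 4 probe sets, and Ctrl reached 144.7 in series 1 and 1785 in series 2. The ratio of highest to lowest value had a median over the 26 of 44.7 in series 1 and 143 in series 2. Related protease and amylase transcripts share sequence, and their probe sets may not tell members of a family apart.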

Twenty-two of the probe sets were matched to known pancreatic exocrine enzymes involved in food digestion [31]: *Amy2a* (amylase 2a2/5), *Cela* (chymotrypsin-like elastase 2A and 3B), *Cel* (carboxyl ester lipase), *Clps* (colipase), *Cpa* (carboxypeptidase A1 and A2), *Cpb* (carboxypeptidase B1), *Ctrb1* (chymotrypsinogen B1), *Ctrl* (chymotrypsin-like), *Pnliprp* (pancreatic lipase related protein 1 and 2), *Prss* (protease, serine, 2; also known as *Try2*), and *Try* (trypsin 4/5). 

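Zg16 and Sycn encode proteins of the zymogen granule. Zg16 had a mean of 158 ± 196 (SD, n = 12 arrays) in series 1, with a highest value of 704.6, and a mean of 635 ± 1203 in series 2, with a highest value of 4231.5. The weakest of 3 Zg16 probe sets peaked at 118.2 in series 1 and 1141 in series 2. Sycn had a mean of 172 ± 117 in series 1 and 612 ± 1141 in series 2, with highest values of 487.6 and 4140.7.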

Four additional probe sets representing two unique transcripts, *Zg16* (zymogen granule protein 16) and *Sync* (syncollin) were related to zymogen secretion [31], [32]. We performed semi-quantitative RT-PCRs using fetal liver tissues to confirm some of these transcripts. The abundance of PCR products also varied across time points (Figures 4 and S4), with patterns similar to that on the heatmaps. It was known that high sequence similarities existed between some of the transcripts, such as had been shown by alignment between *Try* and *Prss* proteases, and gene duplications between amylases [33]. Sequencing of the PCR products revealed most amplicons represented the desired products. Amplicons for *Try* and *Prss*, however, matched to related sequences, due to close sequence similarities. Amplicons for *Amy2a* also matched to multiple amylases 2a transcripts, due to their close sequence homologies that have resulted from gene duplication events throughout evolution. It was considered likely that transcripts with high sequence similarities were also expressed similarly, but we did not further pursue this complex issue by gene-specific RT-PCRs. Among the pancreatic exocrine enzymes identified here, *Clps* and *Pnliprp2*, had been previously characterized as rhythmically expressed in liver when adult mice were under constant darkness (but not under LD conditions) [34]. We thus took advantage of the available microarray data on circadian liver transcriptome analyses that had been deposited in the public database [10], [30] and searched for those pancreatic exocrine enzymes-related transcripts to determine their expression patterns under various conditions in adult mice. Most of those transcripts showed regular expression spikes, spaced about 21 hours apart, according to an adult mouse liver circadian transcriptome analyses at one-hour resolution (GSE 11923 of [30]; Table S5 and Figure S5). We then performed semi-quantitative RT-PCR using RNAs from adult male mouse livers that were collected under constant darkness (DD). Expression peaks occurred at about CT18 for those transcripts (Figure S6). One previous study had comprehensively addressed the contributions made by the liver clock and feeding on the hepatic transcriptome [10]. Our analyses of the microarray data (GSE13093 in [10] and GSE11923 in [30]) indicated that, in the liver, those pancreatic exocrine enzymes-related transcripts were regulated by feeding patterns regardless of the oscillation status of the liver clock in adult mice (Table S5 and Figure S6; also see Discussion). Moreover, the expression values for those transcripts were significantly rhythmic in our series 2 fetal liver data, but not rhythmic in our series 1 data (by JTK_CYCLE analysis; Table S4). 

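Of the 26 exocrine probe sets, 24 were rhythmic in series 2 and none in series 1. Ctrl (exact ADJ.P = 0.248) and 1 Zg16 probe set (exact ADJ.P = 0.158) were those not rhythmic in series 2, and the lowest ADJ.P there was 0.000294, for another of Zg16. In series 1 the ADJ.P of the 26 lay between 0.313 and 1. A 28 h curve fitted best for all 26 in series 2 and for 0 in series 1, where 13 fitted a 20 h curve best. The 26 move as a group, and they were chosen by the paper on these samples, so their count is not independent evidence. With 24 h templates only, 4 were rhythmic in series 2, and at an ADJ.P under 0.05, 14. Without single pools, the count of series 2 was 8 (CT2), 8 (CT6) or 14 (CT22) for E18 and 10 (CT2), 8 (CT6), 8 (CT10) or 15 (CT14) for E19, and that of series 1 was 7 without CT14 of E19. In the mean log2 value of the 26, a 24 h curve had an amplitude of 0.73 in series 1 (permutation p = 0.65) and of 2.38 in series 2 with a peak at CT4.09 (permutation p = 0.036), and the difference between the series did not pass (permutation p = 0.11).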

We also observed differences in those transcripts' expression profiles on heatmaps (Figures 3 and S3) and by semi-quantitative RT-PCR, particularly on late E19 (Figures 4 and S4). These differences were not readily explicable, but might be attributable to variations in maternal feeding (see Discussion).

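High and low expression of the 26 exocrine probe sets fell on different time points in the 2 series in part. On E18, the mean log2 value at CT2 was 7.74 in series 1 and 11.77 in series 2, and at CT22 it was 9.58 and 8.63. Other time points of E18 were alike, high at CT6 (9.98 and 10.58) and low at CT10 (6.71 and 6.25) and CT18 (5.54 and 6.85). On E19, CT6 had 6.63 in series 1 and 13.14 in series 2, while CT14 had 11.12 and 7.60. Over the 12 time points, the exocrine mean of series 1 had r = -0.0028 with that of series 2 (permutation p = 0.99, rho = -0.014 with permutation p = 0.97). Without the 2 time points farthest from the median, r was -0.046. Between E18 and E19 of a series, over 6 circadian times, r was -0.17 in series 1 (exact p = 0.72, rho = -0.26 with exact p = 0.66) and 0.60 in series 2 (exact p = 0.21, rho = 0.43 with exact p = 0.42). Without the 2 farthest it was 0.37 and -0.86, so the sign in each series rests on those pools.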

**Figure 3:**
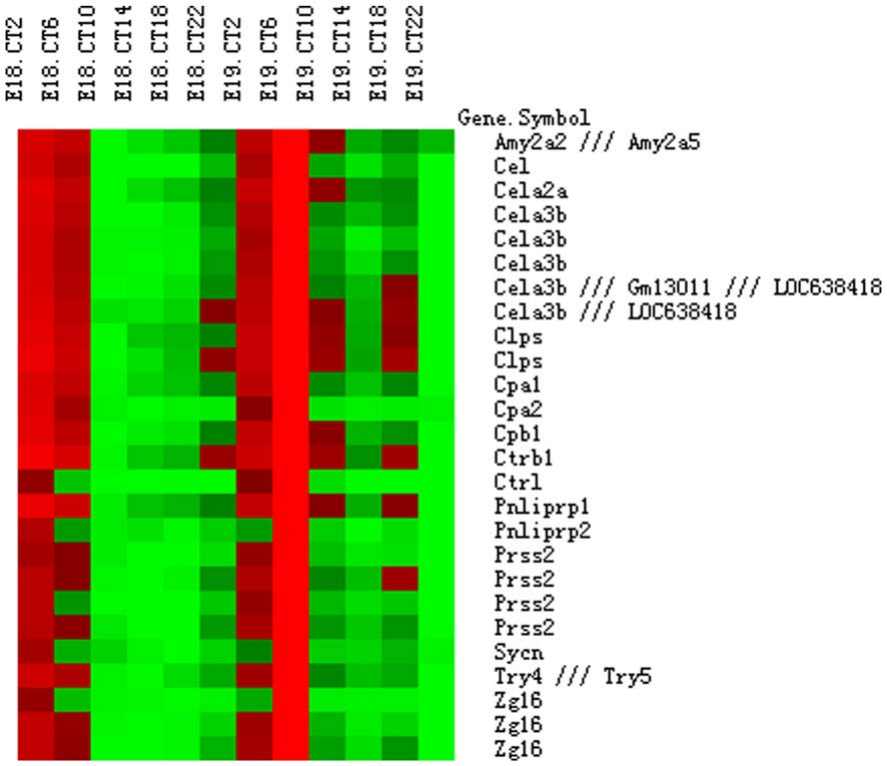
Heatmap of pancreatic exocrine enzyme-related probe sets in series 2 data. Normalized log2 scale expression values for the probe sets representing transcripts related to pancreatic exocrine enzymes and zymogen secretion from series 2 data were plotted. Log2 scale data were used to facilitate viewing of all expression peaks. More dramatic variations in expression peaks in natural scale data led to improper viewing of those peaks on heatmap.

**Figure 4:**
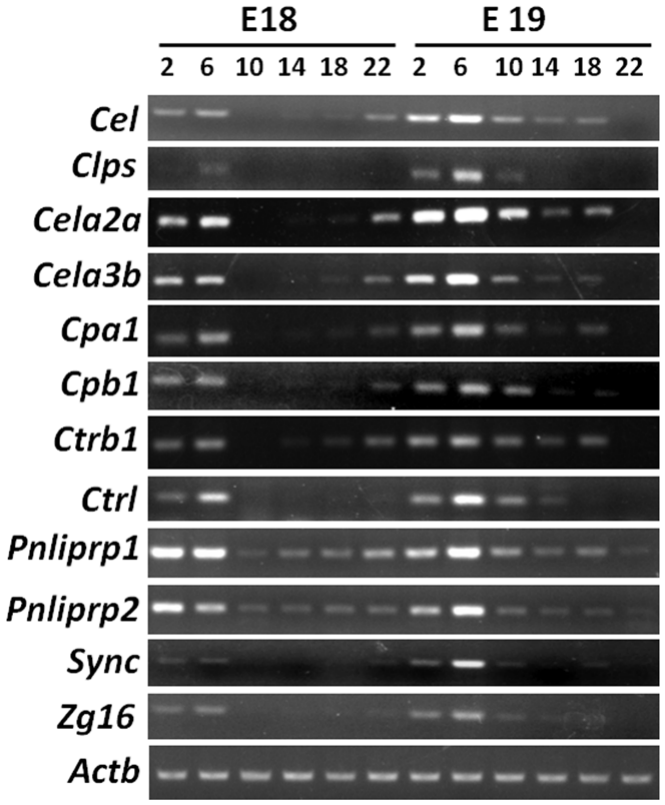
Semi-quantitative RT-PCR analyses of pancreatic exocrine enzymes-related transcripts in fetal liver tissues. Equal amounts of starting RNA from the 12 time points of series 2 fetal liver tissues were reverse transcribed and subject to semi-quantitative PCR. PCR cycles were adjusted depending on transcripts abundance. Products were visualized by agarose gel electrophoresis.

## Discussion

We performed transcriptome analysis on fetal mouse liver tissues during late gestation, a stage at which the oscillation status of the circadian clock at the cellular level has yet to be fully defined. High density oligonucleotide microarray allowed a comprehensive overview of the fetal liver transcriptome. As a result, we obtained several novel findings regarding the oscillation status of the circadian clock and the possible biological cues that affect the fetal liver transcriptome.

Previous real-time RT-PCR studies on developmental expression of clock genes in the fetal rat and mouse livers failed to detect rhythmic expression for several clock genes [19], [21]. We confirmed this observation in our microarray analysis. In addition, we did not detect rhythmic expression patterns for many of the other transcripts that are known to be rhythmically expressed in the adult liver. Expression levels of clock genes and clock-related transcripts also did not change significantly over the two fetal days examined in our two data series, complementing the negative results for rhythmicity detection by JTK_CYCLE analysis. These data supported the conclusion that circadian regulatory cycles are not evident at the tissue level in the fetal mouse liver [21].

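Over both series, no core clock transcript passed the test between E18 and E19. The difference (E19 minus E18, log2) was 0.13 for Arntl (adjusted p = 0.353), 0.23 for Cry1 (0.473), 0.32 for Nr1d2 (0.394), 0.20 for Per2 (0.492) and -0.03 for Per1 (0.932). In genes of liver metabolism it was 1.02 for Cyp7a1, 0.66 (standard error 0.16) for Cdo1, 0.62 for Ces1d and 0.31 (standard error 0.09) for Slc2a2. limma called 0 of the 66 probe sets between the days over all probe sets (lowest adjusted p = 0.187; 15 higher and 2 lower on E19 at an unadjusted p under 0.05), and 0 adjusted over the list alone. In series 2 alone, 7 of the 66 were called, among them Cdo1 (0.97, adjusted p = 0.0280), Slc2a2 (0.51), Ces1d (1.01) and Cyp7a1 (1.45), which rose, and Wee1, a cell cycle kinase, which fell by 0.29. Adjusted over the list alone, 17 of the 66 were called in series 2, and in series 1 alone 0 were called. Core clock probe sets among the 17 (limma) were 2 of Csnk1d with -0.26 (adjusted p = 0.0199) and -0.33 (0.0325), 1 of Clock near the array floor with 0.14 (0.0400) and 1 of Rora with 0.23 (0.0466). The difference between the series in the effect of the day was tested over all probe sets, after the values were seen. It called 0 (limma, lowest adjusted p = 0.530, 1435 at an unadjusted p under 0.05).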

We used the newly developed JTK_CYCLE algorithm to detect rhythmicity. This procedure was computationally-efficient and generally outperformed other algorithms in its ability to identify rhythmic transcripts [23]. However, it was not our objective to find and validate the exact number of rhythmic transcripts, as microarray data condensation and rhythmicity detection algorithms all have significant impacts on detection results [30], [35]. In addition, our study dealt with unique tissues that lack rhythmicity for clock genes at the tissue level. We used *p* = 0.1 as the threshold for significance in detection by JTK_CYCLE, without the aid of known rhythmic transcripts. We considered this as a conservative estimation without compromising the true discovery rate. The corrected *p*-values (*BH.Q* in JTK_CYCLE), however, were high for most of the detected rhythmicities. To increase the confidence of rhythmicity detection by JTK_CYCLE in our study, two series of fetal liver tissues were analyzed. These series differed to a certain extent, as the first series was collected from fetal mice with more variable developmental timings. 

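In series 2 alone, limma called 936 probe sets between the days, 412 higher and 524 lower on E19, and in series 1 alone it called 0 (444 at an unadjusted p under 0.05). Among the genes that rose in series 2 were G6pc, the last enzyme of glucose release, by 4.48 (standard error 0.69, adjusted p = 0.0310), Cyp2e1 by 3.42 (0.48, 0.0280) from a mean of 778 ± 791 to 8284 ± 5306 (SD, n = 6 arrays, limma), and the apolipoprotein genes Apoa5 and Apoc3 by 4.01 and 2.79 on the log2 scale. In series 1 the same genes had differences of 1.06, 1.19, 0.95 and 0.47, and the difference between the series was called for no probe set by limma. Only genes with the same sign in both series were named, so the sign in series 1 was fixed by that choice and is no replication. Hbb-y and Hba-x, globins of primitive red cells, fell by 1.55 and 1.10 in series 2, Serpina6 by 4.43, and Psph, an enzyme of serine synthesis, by 0.97. Of the 936, 758 (81.0%) had the same sign in series 1. With both series in 1 limma fit, 0 probe sets were called (lowest adjusted p = 0.0614, 2646 at an unadjusted p under 0.05). As groups in that fit, 19 interferon-response genes were higher on E19 (median 0.87, camera adjusted p = 2.8e-15, but adjusted p = 0.293 with an estimated correlation; 17 up adjusted over the list alone), as were 22 cytochromes P450 (0.43, adjusted p = 4.2e-08, but 0.360 with an estimated correlation; 11 up) and 14 genes of bile acid synthesis and transport (0.56, adjusted p = 3.8e-09, but 0.30; 11 up). Primitive globins (-0.91, adjusted p = 0.000154, but 0.293 with an estimated correlation; 3 of 3 down), 17 erythroid genes (-0.29, adjusted p = 3.0e-09, but 0.293; 11 down) and 28 cell cycle genes (-0.23, adjusted p = 1.1e-13, but 0.330; 0 adjusted over the list alone) were lower. In series 1 alone, camera called interferon response (adjusted p = 5.2e-06), bile acids (adjusted p = 0.00895) and cell cycle (adjusted p = 0.00529) but not cytochromes P450 (adjusted p = 0.0697), erythroid genes (adjusted p = 0.0666) or primitive globins (adjusted p = 0.0592). Within a series, pools with high P450 expression had low primitive globins, with r = -0.92 in series 1 (permutation p = 0.00012, adjusted p = 0.00024, rho = -0.80 with permutation p = 0.0027) and r = -0.93 in series 2 (permutation p = 6e-05, adjusted p = 0.00015, rho = -0.92 with permutation p = 6e-05). These values are adjusted over 30 relations, and r was -0.84 and -0.90 without the 2 farthest pools. Mean P450 expression followed the order of collection with r = 0.93 in series 2 (permutation p = 4e-05, adjusted p = 0.000133, rho = 0.95 with permutation p = 4e-05, r = 0.92 without the 2 farthest). In series 1 r was 0.44 (permutation p = 0.16, adjusted p = 0.185, rho = 0.36 with permutation p = 0.26, r = 0.28 without the 2 farthest), and the difference between the series was not tested.

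**Figure D4:**
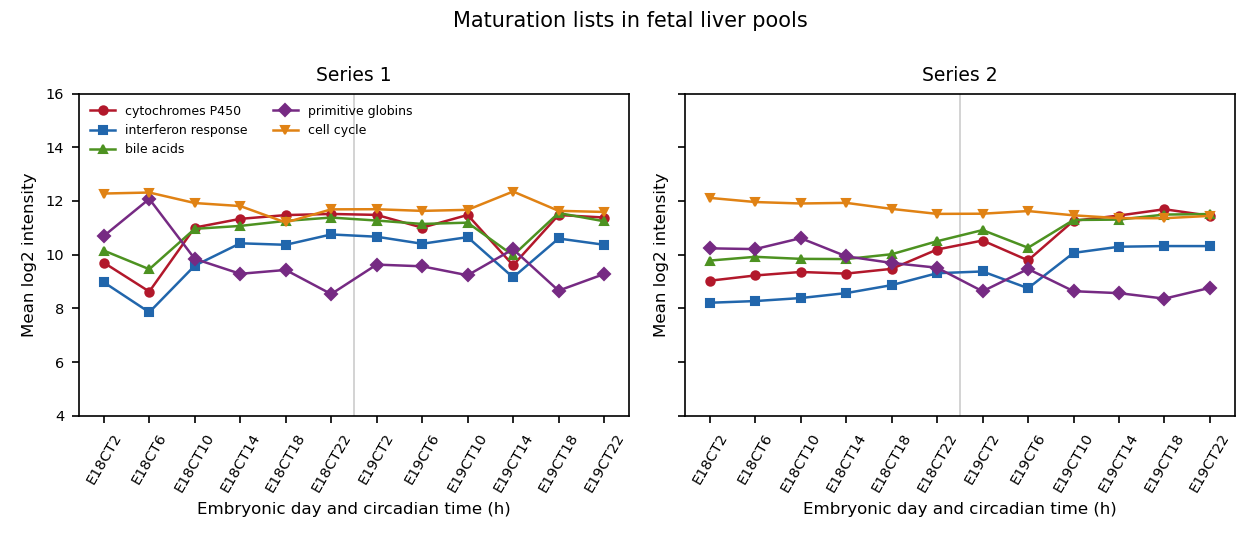
Mean log2 expression value (y axis) of hepatic cytochromes P450, interferon-response genes, bile acid genes, primitive globins and cell cycle genes at the 12 time points (x axis) of each series. Each point is 1 pool. In series 2 P450 expression follows the order of collection with r = 0.93, and in series 1 with r = 0.44.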

Developmental timing is not expected to significantly affect the expressions of clock genes at late gestation, as tissue level rhythms of clock gene expression were not detected in the fetal liver [21], but it might introduce noise into the data. We anticipated that rhythmic transcripts common between our two data series would represent the truly rhythmic transcripts, regardless of their regulation mechanisms. Those rhythmic transcripts included *Pgk1*, *Pgam1*, *Tpi1*, *Dlat*, *Cs* and *Cox18*, which are involved in glycolysis/gluconeogenesis, TCA cycle and oxidative phosphorylation, key events in cellular metabolism and energy production. Those transcripts might not always be at key regulatory positions within their corresponding pathways, and fetal mitochondria are immature in oxidative metabolism [36]. However, the daily oscillations in those transcripts did suggest circadian changes in metabolism and energy status in fetal liver.

We also found transcripts related to pancreatic exocrine enzymes and zymogen secretion fluctuated in both the fetal and adult livers. Our analyses of GSE11923 and GSE13093 data [10], [30] indicated that feeding patterns had a strong influence on the expression profiles of those pancreatic exocrine enzymes-related transcripts in adult mouse liver (Table S5 and Figure S5). Although daily expression spikes for those transcripts were seen in the livers of adult WT mice under *ad libitum*, restrictive feeding or prolonged fasting conditions, the peaking times clearly differed among those different feeding conditions (Table S5 and Figure S5). When the *Cry1^−/−^ Cry2^−/−^* mice were under *ad libitum* feeding, those transcripts were expressed at basal levels without synchronized fluctuations (Figure S5E), likely due to lack of daily feeding rhythms in the *Cry1^−/−^ Cry2^−/−^* liver under *ad libitum* feeding [10]. However, when those arrhythmic mice were under daily restrictive feeding conditions, expression spikes for those transcripts were found about 7 hours after the feeding window (Figure S5F). Thus, those transcripts were not directly driven by the circadian clock, but their expression profiles could be tuned by the status of the liver clock and systemic cues. It has been shown that in adult mice bearing different mutations in clock genes, those transcripts in the liver differed in their expression profiles relative to the circadian cycle [34]. It is possible that those transcripts are also expressed with different profiles between the maternal and fetal livers, owing to the uncertain status of the fetal liver clock. Unfortunately, in the present study we did not collect maternal liver tissues to test this possibility. Such investigations should be carried out in the future. While only one sharp daily expression peak is typically observed for those transcripts in the adult liver, we observed broader peaks in our two data series and by RT-PCR of fetal liver tissues, suggesting their transcription might be less tightly regulated in the fetal liver. 

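High exocrine expression spanned several time points in a row in series 2 and on late E19 in series 1, but not around CT6 of E18 in series 1. In series 2 the mean log2 value of the 26 probe sets was 10.74 at CT2 and 9.00 at CT10 of E19, around the highest pool at CT6, and it was 10.58 at CT6 of E18. The lowest mean was 6.11, at CT22 on E19, against 5.54 in series 1 at CT18 on E18. In series 1, 1 pool was high in the morning of E18 (9.98 at CT6), with 6.71 at the next time point. On E19 of series 1 the mean was 11.12 at CT14, 9.34 at CT18 and 9.19 at CT22. The range over a series was 5.58 in series 1 and 7.04 in series 2.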

Peaking also differed between our two data series involving late E19, where a prominent peak was observed in series 1 data but less evident in series 2 data. 

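On late E19, the mean log2 value of the 26 in series 1 was 9.34 at CT18 and 9.19 at CT22, after its highest value, 11.12, at CT14. In series 2 it was 8.80 at CT18 and 6.11, the lowest of that series, at CT22, after its highest value, 13.14, at CT6. The 2 series are not on a shared scale, so each is read against its own pools. Reg1, a secreted acinar protein, had its highest value of series 1, 2191, at CT22 on E19, and its highest of series 2, 1636, at CT6 on E19. At CT14 on E19 of series 1, where the 26 were highest, Reg1 had only 551.5. The CT22 pool also held the highest series 1 value of the intestinal gene Fabp2, 37959, so the Reg1 value there need not follow the 26. With 1 pool per time point, a difference at a single time point was not tested.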

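For the 145 common probe sets, the lags of the 2 series differed by a median of 2 h, with 95 of 145 (65.5%) within 4 h and 14 more than 8 h apart, taken round a 24 h day whatever the fitted period (20, 24 or 28 h). Lags within 2 h were found for 53.8% and within 6 h for 78.6%. In random orders of the time points, at least as large a share within 4 h was found in 14 of 100, with a median share of 41.5%.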

Interestingly, even the rhythmic transcripts that were in common between our two data series also exhibited different phasing patterns (compare Figure 2 and S2). We speculated that the observed discrepancies may be due to differences in the feeding status of pregnant mice at the time of sacrifice. However, restrictive feeding of the dams is required to address this issue in the future.

Overall, our microarray analysis could detect rhythmic transcripts, despite the absence of circadian rhythms of clock gene expression in the fetal liver. We used pooled fetal tissues in the study. It is possible that tissue pooling might have damped the detectable rhythms for clock genes in individual liver. Furthermore, tissue level sampling might have obscured oscillations of different phases among different populations of fetal hepatocytes. Based on our results, it is still difficult to exclude the possibilities that: (1) some fetal hepatocytes (at a relatively small proportion in the fetal liver) possess canonical circadian oscillations, (2) cellular oscillations are weakly coupled in the fetal liver, and (3) unknown clock genes or additional described putative clock genes might also play essential roles in the fetal but not adult liver [37]. Furthermore, other mechanisms distinct from the current clockwork model [4] have been demonstrated as mediators of oscillation processes [38], [39]. Besides those possibilities, systemic cues have been shown as being capable of driving the rhythmic expression of many transcripts in the adult liver and entrain adult liver clock [9], [10]. Fetal liver metabolism relies on maternal nutrient supplies [36], [40], [41]. Fetal liver is capable of sensing maternal nutrient status, at least during maternal fasting [42]. Circadian variations in maternal cues, if present, are likely to affect the fetal liver. In that case, since other rhythmic and fluctuating transcripts were identified in the fetal liver in our study, the lack of detectable circadian rhythms of clock gene expression is peculiar. Peripheral clocks are known to differ in their responsiveness to various cues [12], [43], [44], and also in the developmental onset of circadian oscillations [20]. Whether and how the fetal liver clockwork responds to maternal cues should be examined in future studies.

## Supporting Information

Figure S1 **Heatmap of probe sets representing clock and rhythmic genes in series 1 data.**
(TIF)

Figure S2 **Heatmap of rhythmic probe sets in series 1 data.**
(TIF)

Figure S3 **Heatmap for probe sets representing pancreatic exocrine enzymes-related transcripts in series 1 data.**
(TIF)

Figure S4 **Semi-quantitative RT-PCR analyses of pancreatic exocrine enzymes-related transcripts in series 1 fetal liver.**
(TIF)

Figure S5 **Pancreatic exocrine enzymes-related transcripts' expression in the adult mouse liver under different feeding conditions.** Expression values were calculated for each data series separately, using GC-RMA, and compared. For GSE13093, samples were divided into groups according to genotype and feeding regimen, and then calculated separately using GC-RMA. Groups: 1, GSM327055 and GSM327101–GSM327129; 2, GSM327154–GSM327169; and 3, GSM327130–GSM327153. **A.** Heatmap of transcripts under *ad libtum* feeding in WT mice (GSE11923 data). Peaks occurred at CT25 and CT46. **B.** Heatmap of transcripts under restrictive feeding in WT mice (group 1 of GSE13093). Peak occurred at CT24. **C.** Heatmap of transcripts during fasting in WT mice (group 2 of GSE13093). Peak occurred at CT38. **D.** Heatmap of transcripts during fasting and refed (at CT4) in WT mice (group 2 of GSE13093). Peak occurred at CT8. **E.** Heatmap of transcripts under *ad libtum* feeding in adult *Cry1^−/−^Cry2^−/−^* mice (group 3 of GSE13093). **F.** Heatmap of transcripts under restrictive feeding in *Cry1^−/−^Cry2^−/−^* mice (group 3 GSE13093). Peak occurred at CT40.
(TIF)

Figure S6 **Semi-quantitative PCR analyses of pancreatic exocrine enzymes-related transcripts in adult male mouse liver.** Equal amounts of starting RNA from adult male mouse liver tissues at six time points (four hours resolution across a single DD cycle) were reverse transcribed and subjected to semi-quantitative PCR. Products were visualized by agarose gel electrophoresis. *Pnlip* (pancreatic triglyceride lipase) fluctuated (Table S5 and Figure S5) and peaked at CT18 in the adult liver tissues; however, *Pnlip* was always expressed at basal levels in the fetal liver in our two data series.
(TIF)

Figure S7 **Schedule of fetal tissue collection.** For both series 1 and 2, E0 was defined as the lights-on time after overnight pairing. Dams were released into DD after E16.0 for fetal tissue collection on E18, or after E17.0 for fetal tissue collection on E19. Tissues were collected at four hour intervals of actual time (but designated as circadian time considering the small drift of circadian rhythms that was expected). Livers from adult male mice were also collected under the same schedule.
(TIF)

Table S1 **Results of GC-RMA and JTK_CYCLE analyses of clock genes and known rhythmic genes.**
(XLS)

Table S2 **Rhythmic probe sets and their expression values in the fetal liver.** A total of 145 probe sets from the microarray analysis are presented with their corresponding gene IDs and expression values for the two series of fetal liver data. Of those, 58 probe sets were also identified as found to be also rhythmic (*BH.Q.*<0.1) in the GSE11923 data of adult mice (IDs were also listed).
(XLS)

Table S3 **DAVID annotation and enrichment results of rhythmic transcripts in fetal liver.**
(XLS)

Table S4 **Expression values of pancreatic exocrine enzymes-related probe sets in fetal liver.**
(XLS)

Table S5 **Expression values of pancreatic exocrine enzymes-related probe sets in adult mouse livers.** Adult WT mouse liver data were from GSE11923. Expression values spiked at around CT25 and CT46 for pancreatic exocrine enzymes-related probe sets (corresponding to Figure S5 heatmap). Data in GSE13093 were based on calculations for mice of different genotypes and under different feeding conditions (see Figure S5 legend for details of groupings).
(XLS)

Table S6 **Primers for semi-quantitative and real-time RT-PCR with corresponding GenBank accession numbers.** All PCR amplicons, except where noted, were verified by cloning and sequencing.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

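Gene expression in pools of fetal mouse liver was measured with 24 Affymetrix mouse genome 430A 2.0 arrays, 12 in each of 2 series, at 6 circadian times on E18 and E19. The deposited values are intensities on the natural scale, which the authors made with GC-RMA from the arrays of each series alone. From a table of 22690 probe sets, 64 control probe sets were removed, which left 22626. The array annotation named 1 gene for 20380 of these, several genes for 691 and none for 1555, and where 1 value per gene was needed, the probe set with the highest mean log2 value was taken for each of 12393 genes. A table of the authors also holds 60 columns of other series, which were not used, and the adult liver values were left out, so no count of transcripts shared with adult liver was made.

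JTK_CYCLE was written again from its published description, with the exact null distribution of Kendall's statistic, template periods of 20, 24 and 28 h, sampling every 4 h over 48 h, and 18 templates, and was run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Tested on simulated data, it called 5.85% of profiles without a signal at an ADJ.P under 0.1, and 21.4%, 62.0% and 98.6% of cosine profiles whose SD was 0.5, 1 and 2 times that of the noise. The common set was compared with 100 random orders of the time points of each series.

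limma 3.58.1 in R 4.3.3 was fitted to log2 values with terms for series, embryonic day and circadian time (6 levels) for the comparison of E19 with E18, or for series, embryonic day and the cosine and sine of a 24 h curve for rhythms, with adjusted p by Benjamini and Hochberg. A further fit added the product of series and curve, or of series and day. Tested on simulated data, the comparison of days found 29.9%, 76.1% and 92.4% of shifts of 0.3, 0.6 and 1 on the log2 scale. The simulated noise was drawn independently for each probe set and array, without variation that genes share between pools. In the data, G6pc differed by 2.77 over both series and was not called (limma adjusted p = 0.187). These shares therefore do not carry over to the data. Gene lists were compared with camera at a preset correlation of 0.01, and with an estimated correlation as an alternative. Lists among rhythmic genes were tested with Fisher's exact test, and correlations over pools with permutation tests of 100000 resamples, or exact tests over 6 circadian times. For correlations with the exocrine mean, and for the search for single far pools, a list mean held genes whose highest value in that series was at least 100.

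The named genes are those the paper names for fetal liver, the 12 with the largest rise and the 12 with the largest fall among genes called between days, the 15 common rhythmic and the 15 best 24 h probe sets, and the 20 most variable probe sets. The groups of days, common rhythmic and 24 h genes needed a highest value of at least 100 in each series. Genes named between days also needed the same sign of difference in both series. Of each gene list, members with the largest change or correlation were named, and genes of neighbouring organs named for single pools were chosen after their values were seen. No gene was called between days in the fit of both series, so the genes of that part were taken from series 2 alone, a choice made after seeing the data. Values of the paper's tables had been seen when the rule was written.

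Alternatives were a threshold of 0.05, 24 h templates only, a limit of BH.Q under 0.4, probe sets that reached a value of 100, removal of a straight line over time, a new quantile normalization, leaving out each array or each series, no term for series, no term for circadian time or day, an intensity trend with a robust prior, the exocrine mean as a covariate, and other limits for the coefficient of variation. The number of arrays limits the precision of each value. What each alternative changed is given in the closing section.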

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

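The test of a shift of whole arrays by the range of ribosomal protein genes was chosen after the result was seen. Within each day of a series, the 6 pools were searched for 1 pool far from the others in the mean of a list. The measure was the gap to the nearest pool over the whole range. Of 36 groups, 10 passed Dixon's critical value, which is set for about 1 in 20 groups by chance. That rate does not hold here, since a list mean held only genes whose highest value in that series was at least 100. A gene could thus enter through 1 high pool, which favors a high outlier. The groups also share pools, so the count of 10 decides nothing about chance.

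Genes of the small intestine stood apart at CT22 of E19 in series 1 (0.773) and at CT18 of E18 (0.631) and CT14 of E19 (0.929) in series 2. Fabp2 had 11807 in the CT18 pool, and the lactase gene Lct had 1908 at CT22 of E19 in series 1 and 406.9 at CT18 of E18 in series 2. Stomach genes stood apart at CT22 of E19 in series 1 (0.934), where Tff2 had 1483 against a median of 30.2, and at CT6 of E18 in series 2 (0.674). Lung genes did so at CT6 of E19 in series 2 (0.966), where Scgb3a2 had 747.6 against a median of 45.2. Muscle genes stood apart at CT2 of E19 in series 1 (0.861), where Acta1 had 1430. There the list mean was 8.11 on the log2 scale, against 5.97 in the nearest pool. They also stood apart at CT10 of E18 in series 2 (0.673), but by a smaller gap, 8.26 against 7.99. Acta1, Myl1, Myh3 and Ckm stayed under 100 in each array of series 2. Cholangiocyte genes stood apart at CT18 of E18 in series 2 (0.856) and adrenal genes at CT2 of E19 in series 2 (0.626).

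The exocrine transcripts were weighed as a pattern. For a shift of whole arrays, the planned test, by r of ribosomal protein genes with the exocrine mean, left it undecided (-0.44 and -0.32), but their range of 0.167 on the log2 scale, against 5.58 and 7.04 for the exocrine mean, argues against it as the whole source, as r = -0.0028 between the series does against circadian time. Pancreatic tissue in some of the pools remains a candidate source: islet genes, which are not digestive enzymes, had r of at least 0.836 with the exocrine mean in both series, with Iapp and Ins2 following it most closely. Neighbouring organs in general cannot be told apart from it, since their lists went both ways: in series 2 stomach genes (2 measured) had r = 0.53 (rho = 0.70, r = 0.92 without the 2 farthest pools) and lung genes r = 0.540 (rho = -0.13, r = -0.36 without the 2 farthest), while in series 1 stomach genes had r = 0.21 and adrenal genes r = -0.70, and intestine had 0.36 in series 1 and -0.20 in series 2. No feeding record of the dams is at hand, and the biological explanation by maternal feeding was not tested.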

How the results depend on the processing

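Some tests were chosen after the results were seen. They are those of the gene lists among common rhythmic transcripts under other settings, the exocrine covariate, and the difference between the series in the effect of the day. The single arrays left out of the rhythmic counts and of the coefficient of variation are also among them. Signal over background limits these results, since values near the array floor leave little room for a trough. At an ADJ.P under 0.05, fewer probe sets passed by construction: 1050 in series 1, 545 in series 2, 32 in both, and 14 exocrine ones in series 2. With BH.Q under 0.4 the rhythmic counts were 0 in series 1, 0 in series 2 and 0 in both. With 24 h templates only, 2 clock-related and 4 exocrine probe sets were rhythmic in series 2. Among probe sets that reached 100 in each series, so by construction fewer, 721 were rhythmic in series 2, none (0) of them clock-related, and the 24 h curve called 11. After removal of a straight line, 1390 were rhythmic in series 1, 3 of them clock-related. With 1 array left out, the counts ranged from 951 to 2069 in series 1, 630 to 6120 in series 2 and 72 to 148 in both, and the exocrine ones from 0 to 7 in series 1 and 8 to 26 in series 2. The gene lists over-represented among common rhythmic genes were 1 at an ADJ.P under 0.05, 2 with 24 h templates only, 0 after removal of a straight line, 2 after quantile normalization and 1 among genes that reached 100. For E19 against E18, the count called with 1 series left out ranged from 0 to 936, and it was 1 after quantile normalization and 2 with the exocrine covariate. The gene lists called between days were 10 to 15 with 1 series left out and 0 with an estimated correlation. A coefficient of variation of 0.4 gave 289 probe sets and 0.6 gave 92, by construction. Ndufb5, a subunit of complex I, turned between days from 0.32 in series 2 to -0.0029 in series 1. Apart from the settings named as by construction, the cause was not tested. Of the values of whole comparisons, 59 moved, and the other 131 stayed within 1.5 times the main count or kept their call. Of values of single genes, probe sets and lists, 1385 kept their direction and their side of the threshold, 104 no longer passed, 64 newly passed and 1 turned. Genes named between days or for the 24 h curve were not called in the main setting, nor were most clock-related probe sets. For those, keeping their side means only that they stayed uncalled, which is little evidence of stability. Of 20 named common probe sets, 10 no longer passed with 24 h templates only, 7 after removal of a straight line and 5 after quantile normalization.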

Differences from the paper's values

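No test of this part was chosen after its result was seen. The paper's counts of common rhythmic, clock-related and highly variable probe sets match those found here. The paper describes regular daily peaks of the exocrine transcripts, and also peaks that differed between the series on late E19. In series 1 the highest exocrine means were at CT6 and CT22 of E18 and at CT14 of E19, with r = -0.17 between the days (exact p = 0.72). In series 2 the 4 highest were at CT2 and CT6 of both days, with r = 0.60 (exact p = 0.21). A 24 h curve in series 2 peaked at CT4.09 (permutation p = 0.036), and in series 1 it had permutation p = 0.65. Regular daily times are thus closer to series 2 than to series 1. The alignment of the transcripts with each other is as the paper states, with the highest value in 1 shared pool for 24 of 26 in series 1 and for 26 of 26 in series 2.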

Other observations

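The tests of developmental age and of hepatocyte share were chosen after their results were seen.

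Further gene groups of liver metabolism were higher on E19 over both series. Fatty acid synthesis had a median of 0.27 on the log2 scale (12 genes, camera adjusted p = 4.7e-06, adjusted p = 0.293 with an estimated correlation), and Thrsp, a regulator of lipogenesis, had 1.87 and Acacb 0.77. Gluconeogenesis had a median of 0.21 (adjusted p = 1.8e-05, adjusted p = 0.30 with an estimated correlation), with 0.45 for Pcx. Of 5 urea cycle genes, Cps1 had 0.46, Asl 0.42 and Arg1 0.34 (adjusted p = 0.0393, adjusted p = 0.330 with an estimated correlation). Among fetal hepatoblast genes, Dlk1 had -0.56 and Igf2bp1 -0.38 (10 genes, median -0.17, adjusted p = 0.0130, adjusted p = 0.348 with an estimated correlation). In series 2 alone, further cytochromes P450 rose, Cyp3a25 by 3.78, Cyp2c37 by 3.41, Cyp4a14 by 3.40 and Cyp2j5 by 2.67, as did Slco1b2, a hepatic uptake transporter, by 2.54, and Ifit1 by 2.48. Tnnc1 fell by 2.95, Shbg by 1.66, Car3 by 1.58 and Icam4, a red cell antigen, by 0.95. In series 1, muscle genes were high at CT14 of E18, where Acta1 had 5177, Myl1 5036 and Ckm 847.5.

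The order of the pools of series 1 was weighed as a pattern. P450 and globin genes placed pools out of their order of collection, with those at CT6 of E18, CT14 of E19 and CT2 of E18 lowest in P450. A difference in developmental age between pools is a candidate explanation: P450 expression and primitive globins had r = -0.922 in series 1. A varying share of hepatocytes, as the only source, would move hepatocyte genes together by like amounts. The P450 mean ranged 3.89 times as far as that of plasma protein genes, but their mean is no measure of that share. Of these genes, 17 of 24 had r of at least 0.7 with P450. Their log2 ranges were unlike, with 0.72 for Hpx, 0.82 for F2, 3.79 for Mbl2 and 5.37 for Fgl1. Serpina6 and C9 went the other way, with r = -0.88 and -0.86. These values argue against such a share as the whole source, and a part of it stays open. Fetal age was not recorded for each pool at hand, so that other sources of the order were not tested.

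Blood cells were weighed as the third pattern. Erythroid genes were lower on E19 (camera adjusted p = 3.0e-09, but adjusted p = 0.293 with an estimated correlation and 0.0666 in series 1 alone), which a smaller share of blood precursors could give. Of the other blood lineages, megakaryocyte genes had a median of 0.0880, neutrophil genes 0.06 and B cell genes 0.05, while erythroid genes had -0.29. The neutrophil list was higher on E19 (camera adjusted p = 0.0130, adjusted p = 0.630 with an estimated correlation). Whether 1 cell type or all of them shifted cannot be told apart, since medians near 0 decide little.

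Chance could not be excluded for the number of probe sets rhythmic in both series, 145, with 7 of 100 random orders as large and a highest other of 561. Nor was it excluded for series 1, 2230 against a highest other of 9005 (14 of 100), or for series 2, 1104 against 7568 (36 of 100). Of 40 gene lists, 4 were over-represented among common rhythmic genes, against a highest other of 3 (0 of 100 orders as many), and 24 exocrine probe sets were rhythmic in series 2 against 25 (1 of 100), but the paper chose the exocrine probe sets and named some of the listed pathways on these samples, so neither is independent of them. For the lists the orders are also no like comparison. Their common sets had a median of 42 probe sets, which left fewer genes with which a list could pass. For E19 against E18, limma called 0 probe sets (2646 at an unadjusted p under 0.05). Each of 100 splits meets that count (100 of 100), so it decides nothing about chance. The highest other was 1090, and why a split called so many was not tested. The 24 h curve called 0 against a highest other of 0 (100 of 100), and its difference between series 0 against 1 (100 of 100), which decide nothing either. At an unadjusted p under 0.05 the 24 h curve had 2529, with 5 of 100 orders as large, a median of 598 and a highest other of 4593, and the difference between series had 1305, with 17 of 100 as large and a highest other of 6616, so chance was not excluded for either.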
